A study of Oryza sativa with 12 samples.

How the data were processed

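The series holds 12 small RNA libraries of rice, Oryza sativa subspecies indica, cultivar Pusa Basmati 1. They cover 3 tissues (anther before dehiscence, endosperm and panicle before emergence) and 2 genotypes, wild type (WT) and an nrpd1 knockdown (kd), with 2 replicates in each of the 6 groups. Endosperm was sampled 16 to 20 days after anthesis. Total RNA was isolated with Trizol and size-fractionated, per the labels' protocols. Adapter trimming, length limits and any filter applied by the authors are not stated there.

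Each deposited table lists distinct sequences with the read count of each, and the authors' counts were used as they stand. The values were whole numbers of at least 1 with a different total in every library, no table listed a sequence more than once, and all sequences were 19 to 25 nt long. No genome build or aligner is named in the labels, and no positions accompany the sequences. A reference genome was not used here, so no sequence was placed on a chromosome, and the 14 planned results on 24-nt windows of the genome were not run. Sequence-level results on 24-nt sequences, on an effect common to the 3 tissues and on differences between tissues took their place, and these were chosen after the files had been seen. A table of 39387 rice genes was at hand but pairs locus names with symbols, which bare sequences cannot use. Whether a sequence came from rice or from another organism was not tested.

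Groups, tests, processing alternatives and the rule for named items were fixed before the data were examined. The share of each length class was taken over all reads of a library. Shares were compared with a two-sided exact permutation test within each tissue, which has 6 arrangements and a smallest p of 0.333, and over all tissues with labels permuted within tissues, which has 216 arrangements and a smallest p of 0.00926. The 7 length classes formed 1 family with Benjamini-Hochberg adjustment. Precision of a single share is given as a 95% Wilson interval. The smallest abundance a library could show was set at 3 reads. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.

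To compare complexity at one depth, each library was drawn without replacement to the smallest total, 2556148 reads, and 24-nt reads were drawn separately to 629929 reads.

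Single sequences were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in 1 fit over all 12 libraries with a mean for each group, the library size set to all reads of the table, and the default filter of filterByExpr by group, a minimum count of 10 and a minimum total of 15. This left 161416 sequences, 83919 of them 24 nt long. A sequence was called at a Benjamini-Hochberg adjusted p below 0.05, and counted as present in a tissue at a mean of at least 1 read per 1000000 reads (RPM). The alternatives were TMM factors, library sizes from 21-nt reads, DESeq2 1.42.0 with its own size factors, a looser filter, the 4 libraries of a tissue alone, equal-depth draws, and a replicate block. The shared replicate numbers of the labels are the only source of the pairing. Deviations of same-numbered WT and kd libraries were compared over sequences with a mean of at least 10 RPM on a log2(RPM + 1) scale, and because they correlated negatively, the crossed pairing was added after this was seen.

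The steps were tested on simulated data before use: 20000 sequences with 200 of them changed, at a dispersion of 0.05. The edgeR fit recovered 33.5% of the changed sequences in anther, 36.0% in endosperm and 42.5% in panicle, and 78.0% for the effect common to tissues, with at most 1 false call in each test. The real data had a common dispersion of 0.0120.

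A list of 26 mature rice microRNA (miRNA) sequences was written from general knowledge before the data were examined. Its names come from that list and not from the deposited tables, and 25 of the sequences passed the filter. Named items followed a fixed rule. For each tissue these were the 2 called sequences with the largest fall and the 2 with the largest rise among those with non-overlapping replicates and a mean of at least 10 RPM. Up to 3 called miRNAs with the smallest p were named per tissue. Among sequences found in all 6 kd and none of the 6 WT libraries, the 3 with the highest mean RPM were named. Anything named outside this rule is marked as chosen after its values were seen.

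Replicates were checked for duplicates with a chi-square test over the 1000 most abundant sequences of each group, and replicates differed in every group. This excludes copied files, but at these depths it cannot show that replicates were biologically independent. Each library was counted as 1 replicate on that assumption, on which the SDs and tests rest. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps.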

Results

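Small RNAs were sequenced from 3 rice tissues to estimate how loss of RNA polymerase IV (Pol IV) alters the small RNA population. Pol IV is a plant polymerase whose transcripts are made into 24-nt small interfering RNAs (siRNAs), and NRPD1 is its largest subunit. Plants of the indica rice Pusa Basmati 1 were either wild type (WT) or carried a knockdown of nrpd1 (kd). Each tissue and genotype had 2 replicates, giving 12 libraries. The anther libraries held 11041869 and 8464678 reads in WT and 2556148 and 5829280 reads in kd. The endosperm libraries held 9110303 and 9946419 reads in WT and 3713140 and 2654039 reads in kd. The panicle libraries held 10297432 and 9851859 reads in WT and 3102124 and 3649502 reads in kd. WT libraries were deeper than kd libraries in each tissue, by a mean ratio of 2.33 in anther, 2.99 in endosperm and 2.98 in panicle. At these depths the widest 95% Wilson half-width of a length-class share was 0.057 percentage points, and 3 reads corresponded to between 0.272 and 1.17 reads per 1000000 reads (RPM). Sequences read once made up 72.7% to 83.8% of the distinct sequences of a library. Endosperm tables alone held sequences with undetermined bases, in 1586 to 4176 reads per library. No labelled batch was given.

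The NRPD1 transcript itself is not measured by small RNA libraries, so the knockdown was examined through sequences confined to 1 genotype. In the undrawn libraries, 156 sequences occurred in all 6 kd libraries and in no WT library, and 5888 in all 6 WT libraries and in no kd library. At equal depth the numbers were 320 and 355. The most abundant of the kd sequences, TATAGTGTTACTCTTGGACAT, had 757 ± 16.2 RPM in kd anther, 392 ± 13.6 in kd endosperm and 1246 ± 125.0 in kd panicle (SD, n = 2). Its mean of 798 RPM was at least 2252-fold higher than the WT floor of 0.354 RPM. The next, TATAGTGTTACTCTTGGACT, had a mean of 238 RPM, and TCTATGTCGAAGTGTAACACT a mean of 108 RPM. Sequences that contain the core AGTGTTACTCTTGGAC, a group defined after the values were seen, reached 4064 to 15482 RPM in the 6 kd libraries. The same core was found in WT libraries in 2 to 20 reads, at 0.181 to 1.94 RPM, so each kd library was separated from every WT library.

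**Figure D1:**
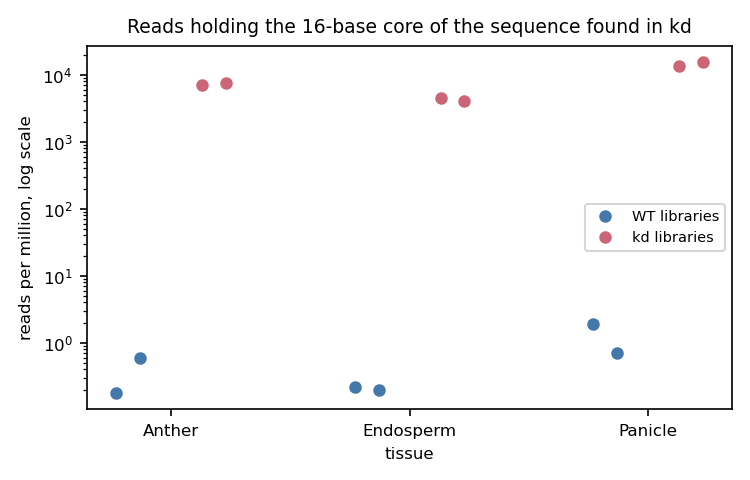
Abundance in RPM, on a log scale, of reads that contain the 16-base core of the most abundant sequence found in all kd and no WT libraries, for each of the 12 libraries, by tissue and genotype. The kd libraries lie between 4064 and 15482 RPM and the WT libraries between 0.181 and 1.94 RPM.

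The first comparison asked how the read length profile differed between genotypes. In anther, 24-nt reads were 45.4% ± 3.41 of WT and 29.1% ± 2.52 of kd reads (SD, n = 2). In endosperm they were 51.8% ± 1.17 of WT and 22.8% ± 1.29 of kd reads, and in panicle 51.5% ± 2.43 and 25.9% ± 1.75. The kd minus WT difference was -16.4 percentage points in anther, -28.9 in endosperm and -25.7 in panicle, each exceeding the replicate spread, with no overlap between genotypes. Within a tissue the two-sided exact permutation test gave 0.333, the smallest p possible with 2 libraries per genotype. Over the 3 tissues the mean difference was -23.6 percentage points (stratified exact permutation p = 0.00926, the smallest possible; 0.0108 after Benjamini-Hochberg adjustment over 7 length classes), with the direction shown in 6 of 6 kd libraries. Deviations of same-numbered libraries correlated at -0.487 in anther, -0.163 in endosperm and -0.347 in panicle. With the replicate number as a block, paired 24-nt differences were -12.2 and -20.5 points in anther, -30.6 and -27.2 in endosperm and -22.7 and -28.6 in panicle, and the exact sign-flip test over the 6 pairs gave p = 0.03125, its smallest value. The crossed pairing gave -15.7 and -17.0, -28.8 and -29.0, and -25.2 and -26.1 points. Counting distinct sequences in place of reads moved the mean difference most, to -10.2 points.

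**Figure D2:**
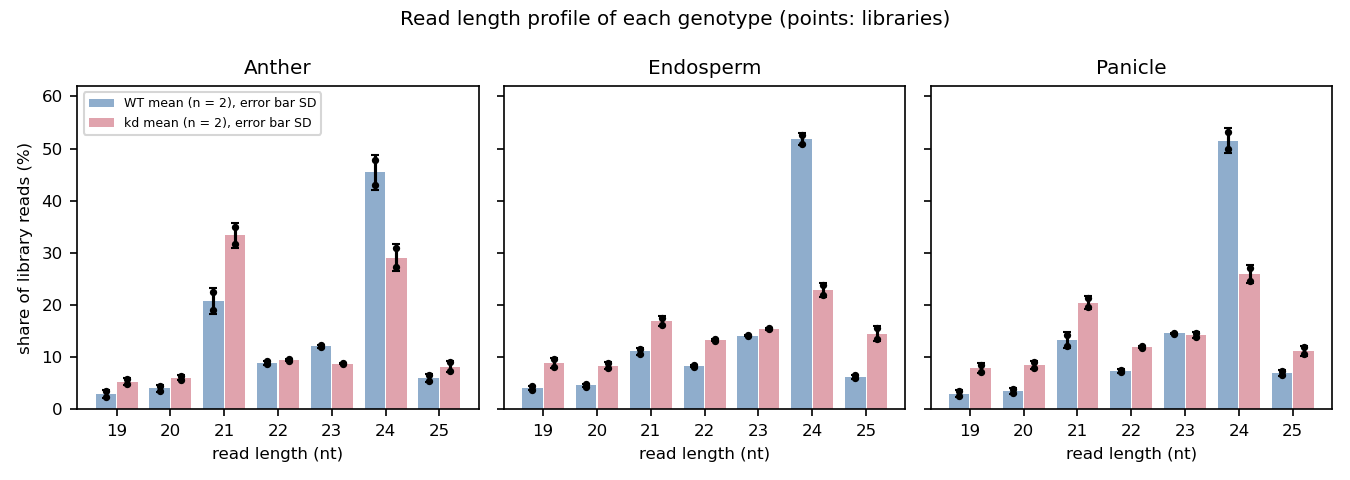
Share of library reads (%) by read length (nt) in anther, endosperm and panicle, with bars for the mean of 2 WT or 2 kd libraries, error bars for the SD and points for single libraries. The 24-nt share is lower in kd in every tissue, falling from 51.8% to 22.8% in endosperm.

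The shares of most other classes rose. The 21-nt share went from 20.8% ± 2.49 to 33.3% ± 2.39 in anther, from 11.1% ± 0.596 to 16.9% ± 0.924 in endosperm and from 13.2% ± 1.49 to 20.4% ± 1.33 in panicle (SD, n = 2). The mean rise was 8.51 percentage points (stratified exact permutation p = 0.00926), and under the replicate block the sign-flip exact p was 0.03125, with the pairing correlations given above. The 19-, 20-, 22- and 25-nt shares rose with the same p, by a mean of 4.0, 3.62, 3.37 and 4.90 points. The 23-nt share differed between tissues. It fell by 3.30 points in anther, rose by 1.32 in endosperm and overlapped between genotypes in panicle, and its mean change of -0.770 points did not pass (stratified exact permutation p = 0.296).

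The first base of reads was compared as a further description, chosen after the files had been seen. Among 24-nt reads, those beginning with A went from 48.9% ± 0.272 in WT to 46.4% ± 0.118 in kd anther, from 32.1% ± 0.0409 to 33.3% ± 0.212 in endosperm, and from 48.0% ± 0.183 to 41.2% ± 0.0244 in panicle (SD, n = 2). The mean difference was -2.71 points (stratified exact permutation p = 0.0648). Among 21-nt reads the share beginning with T was lower in kd in each tissue, with a mean difference of -8.98 points (stratified exact permutation p = 0.00926).

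The second comparison asked whether kd libraries held fewer distinct sequences once depth was made equal. In draws of 2556148 reads, the number of distinct sequences was 1461274 ± 16206 in WT and 936908 ± 27753 in kd anther, 1062977 ± 2737 and 600446 ± 5501 in endosperm, and 1396496 ± 8739 and 788189 ± 17146 in panicle (SD, n = 2). The log2 ratio of kd to WT was -0.64, -0.82 and -0.83, each beyond the replicate spread, with an exact permutation p of 0.333 within each tissue and a stratified exact p of 0.00926. Paired by replicate number, log2 ratios were -0.60 and -0.68 in anther, -0.83 and -0.82 in endosperm and -0.80 and -0.85 in panicle. The alternative that moved the ratio most was the draw of 24-nt reads alone, with log2 ratios of -0.30, -0.59 and -0.48.

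**Figure D3:**
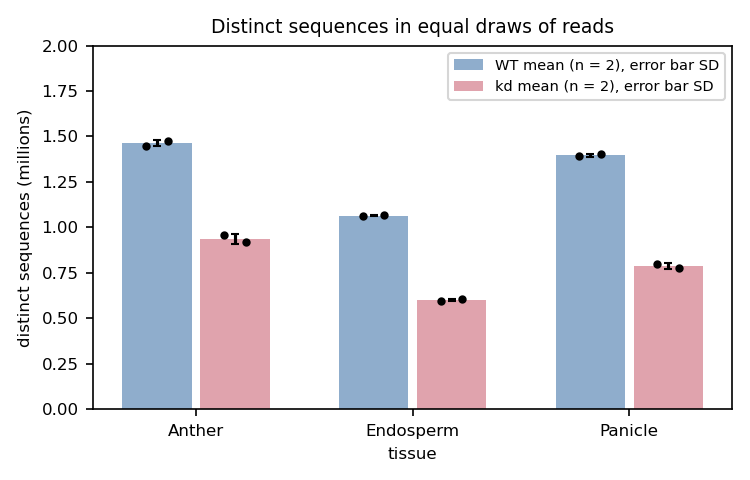
Number of distinct sequences, in units of 1000000, in equal draws of 2556148 reads, by tissue and genotype, with bars for the mean of 2 libraries, error bars for the SD and points for single libraries. Each kd bar lies below the WT bar of its tissue, with log2 ratios of -0.64 in anther, -0.82 in endosperm and -0.83 in panicle.

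The third comparison asked which single sequences changed. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment over 161416 sequences, 27545 were lower and 27127 higher in kd anther, 43415 lower and 25846 higher in endosperm, and 29670 lower and 26425 higher in panicle. With the replicate number as a block, the counts were 22428 lower and 22676 higher in anther, 39241 and 23073 in endosperm, and 25050 and 24364 in panicle, where the pairing check gave -0.487, -0.163 and -0.347. The crossed block gave 24432 and 24577, 40721 and 24068, and 27086 and 25134. The share of lower among called sequences depended on the scaling. It was 50.4%, 62.7% and 52.9% in anther, endosperm and panicle with all reads as library size, 61.9%, 87.6% and 62.9% with TMM factors, 70.0%, 72.6% and 65.4% with 21-nt reads, and 87.6%, 85.1% and 89.2% with DESeq2. Relative to all reads, TMM shifted log2 fold changes by -0.42, -1.49 and -0.49, and 21-nt reads by -0.68, -0.61 and -0.63. DESeq2 moved the higher calls most, to 4261, 2275 and 4215. The lower calls in anther and panicle moved most in equal-depth draws, to 7732 and 8942, and those in endosperm with DESeq2, to 12993.

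Calls were then split by length. Of the 24-nt sequences present in a tissue, 47.5% were lower and 16.5% higher in kd anther, 75.4% lower and 10.6% higher in endosperm, and 55.6% lower and 11.5% higher in panicle. Their median log2 fold change was -1.16 in anther, -2.59 in endosperm and -1.55 in panicle, and it was negative under TMM factors (-1.56, -4.03 and -2.03) and under 21-nt library sizes (-1.84, -3.21 and -2.18). Among 21-nt sequences, 7.76% were lower and 63.1% higher in anther, 19.7% and 49.3% in endosperm, and 14.6% and 52.4% in panicle. TMM factors changed these to 10.5% and 45.6%, 39.1% and 14.1%, and 22.2% and 44.5%, so in endosperm 21-nt sequences were then more often lower than higher.

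**Figure D4:**
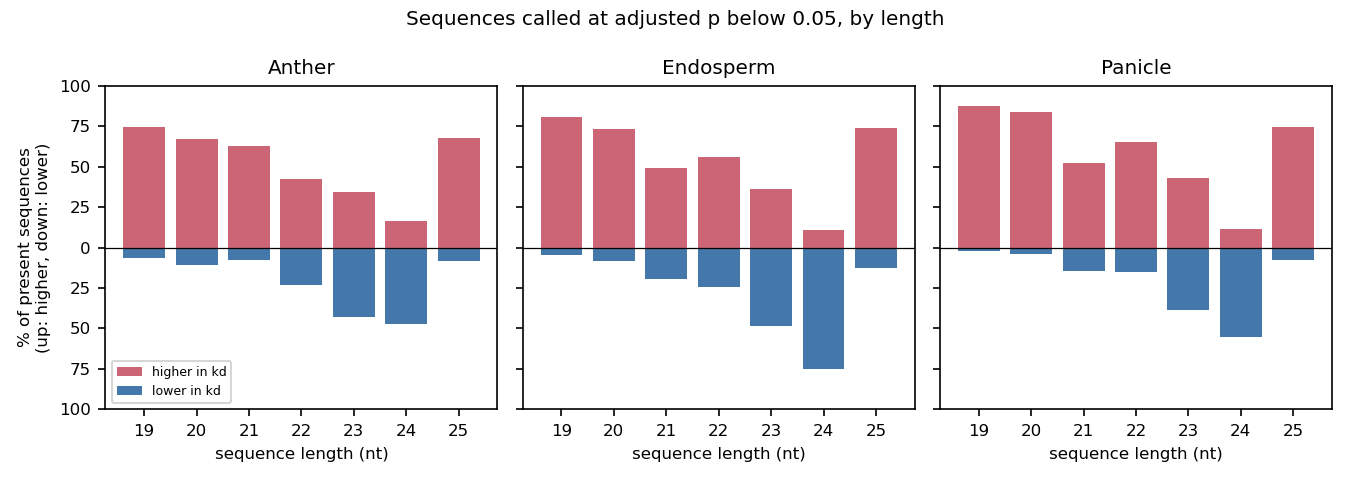
Percentage of sequences present in a tissue that were called higher (upward bars) or lower (downward bars) in kd by the edgeR quasi-likelihood test at an adjusted p below 0.05, by sequence length (nt), with all reads as library size. Lower calls are most frequent at 24 nt, with 47.5% in anther, 75.4% in endosperm and 55.6% in panicle.

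In a fit of 1 knockdown effect common to the 3 tissues, 80795 sequences were lower and 51933 higher in kd, and with the replicate block, for which the pairing correlations were as given above, 69918 and 42970. Of the 161416 tested sequences, 8836 were present in all 3 tissues, so most of these calls were on sequences below 1 RPM in some tissue. A call in this fit thus does not show an effect shared by all 3 tissues. The difference of the effect between tissues was tested directly: 4120 sequences differed between anther and endosperm, 9800 between anther and panicle, and 2112 between endosperm and panicle. With the block these counts were 2914, 6891 and 1230. Without it, 2881, 6331 and 1561 of the sequences that differed were present in both tissues of the pair. Called lower in all 3 tissues were 1373 sequences, 1074 of them 24 nt long, and called higher in all 3 were 6533, 993 of them 24 nt long.

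The sequences named by rule were separated by genotype to the limit of detection. In anther, AACATCCTGTTCGATCGAAAGCCT and ACTGCTTACTGTAGATGACTTGGC had no reads in kd and were at least 25.8-fold and 24.6-fold lower than in WT. In endosperm, GAGTGGACTCATGTAACGCATGTT and GGGAAGAGGAGGACTGAACATCTT were at least 45.3-fold and 43.6-fold lower. In panicle, ATTAGTAGAGAATATGGACAACCC and AGAGAATATGGACAACCCAGAGGG were at least 133-fold and 37.2-fold lower. Both contain the stretch AGAGAATATGGACAACCC, so they may not be separate losses. The named risers all contain the core AGTGTTACTCTTGGAC described above. They were TATAGTGTTACTCTTGGACATT, at least 1650-fold higher, and TATAGTGTTACTCTTGGACAT, at least 2135-fold higher, in anther. In endosperm they were TATAGTGTTACTCTTGGACATC, at least 1809-fold higher, and ATAGTGTTACTCTTGGACATC, at least 3349-fold higher. In panicle they were TATAGTGTTACTCTTGGACT, at least 1852-fold higher, and TATAGTGTTACTCTTGGACAT, at least 4093-fold higher. Their positions in the rice genome were not analysed here.

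The fourth comparison followed listed miRNAs, small RNAs not made from Pol IV transcripts. Of 26 listed miRNAs, 23 were present in anther, 11 in endosperm and 24 in panicle, with a median log2 fold change of 0.64, 0.73 and 0.66. TMM factors gave 0.22, -0.74 and 0.17, so the direction flipped in endosperm, and 21-nt library sizes gave -0.043, 0.13 and 0.045, so it flipped in anther. By edgeR with Benjamini-Hochberg adjustment over all sequences, 2 were lower and 15 higher in anther, 0 lower and 5 higher in endosperm, and 0 lower and 12 higher in panicle. Adjusted over the list alone, the counts were 2 and 15, 0 and 6, and 2 and 14. Under TMM factors 3 were lower and 8 higher in anther, 6 lower and 0 higher in endosperm, and 5 lower and 8 higher in panicle. Under 21-nt library sizes, higher calls did not outnumber lower calls in any tissue. The largest named change in anther was in miR-408, from 19.6 ± 2.94 to 174 ± 29.7 RPM (log2 fold change 3.16, SE 0.19, edgeR adjusted p = 1.0e-58; SD, n = 2). In panicle it was miR-156a, from 93.3 ± 28.5 to 592 ± 71.3 RPM (log2 fold change 2.67, SE 0.18, edgeR adjusted p = 9.1e-49; SD, n = 2). The other named miRNAs were miR-398b and miR-390 in anther, with log2 fold changes of 2.36 and 1.90, and miR-1425 and miR-444b in panicle, with 1.54 and 1.19. These 6 changes stayed positive under TMM factors and 21-nt library sizes. In endosperm miR-159a, miR-1425 and miR-444b had log2 fold changes of 1.42, 1.14 and 1.05, which became -0.054, -0.35 and -0.43 under TMM factors.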

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

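The tests of 23-nt reads per 21-nt read and of the scaling between tissues were chosen only after the result was seen. No group had enough libraries for a test of single outlying libraries.

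The 23-nt share moved in opposite directions, down in anther and up in endosperm, and the changes differed by -4.62 percentage points. This difference between tissues was not tested in itself. Shares sum to 100%, so a larger 24-nt loss could raise the 23-nt share with no gain of 23-nt reads. Per 21-nt read, 23-nt reads changed by -0.48 in endosperm, -1.15 in anther and -0.66 in panicle on the log2 scale. In anther the 21-nt share rose and the 23-nt share fell, which fixed the sign of this ratio in advance. In endosperm both shares rose, to 1.09 of the WT value at 23 nt and 1.52 at 21 nt, so the sign was open. A loss of 24-nt reads alone would leave the ratio unchanged. The ratio also differed between the tissues. A fall in it can come from a gain of 21-nt reads, but 23-nt reads also fell against the other classes except 24 nt. In endosperm the 19-, 20-, 22- and 25-nt shares rose to 2.17, 1.84, 1.60 and 2.32 of the WT value. In anther and panicle, too, the 23-nt share had the lowest ratio of kd to WT apart from 24 nt. Gains in all those classes at once would look the same, so whether the sum of shares raised the 23-nt share in endosperm is not settled. A few abundant sequences were weighed as well. With 100 sequences left out, those with the most reads over all 12 libraries, the endosperm rise went from 1.32 to 0.264 points. This was near the SD of 0.227 between the kd replicates. The anther change went from -3.30 to -4.02 and the panicle change to -1.84, so the difference between anther and endosperm was still -4.28 points. Abundant sequences thus carried most of the endosperm rise but little of the difference between the tissues. The opposite directions were seen in the share of all reads, while against the classes other than 24 nt, 23-nt reads fell in each tissue. By the tests made here the opposite directions cannot be told apart from shares summing to 100%. The change in the ratio, and its difference between tissues, speak against that sum as the only cause.

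The share of 24-nt reads beginning with A fell in anther and panicle and rose in endosperm. The changes differed by -3.68 points between anther and endosperm and by 7.96 points between endosperm and panicle, and these differences were not tested in themselves. Abundant sequences could carry the endosperm rise. Without the 100 sequences of most reads over all 12 libraries, the endosperm change was 0.168 points, against -1.69 in anther and -6.29 in panicle. Most of the rise thus went with those sequences, but the directions still differed. Fragments that lack the 5′ A of siRNAs could lower the share in kd. The mean change over the tissues was -2.71 points. The criterion written before the result was a lower share in all 3 tissues, and the rise in endosperm did not meet it. Because that rise went mostly with the abundant sequences, it says little about fragments among the other reads, and fragments were not ruled out. Reads from other organisms were not tested, and the pattern cannot be called biological.

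Tests of the difference itself found 4120 sequences whose knockdown effect differed between anther and endosperm, 9800 between anther and panicle, and 2112 between endosperm and panicle. Scaling that differs between tissues could produce such calls. Under TMM factors the count for endosperm and panicle was 6467 and that for anther and endosperm 6920, both larger, and that for anther and panicle 9480. TMM itself shifts log2 fold changes by -1.49 in endosperm against -0.42 in anther and -0.49 in panicle, so it can make such calls as well as remove them. The number of calls in the pairs with endosperm thus depends on the scaling, and the part of it due to scaling cannot be told apart. Calls went both ways in each pair: 1608 of the 4120 and 4484 of the 9800 sequences were more negative in anther than in the other tissue, and 1411 of the 2112 were more negative in endosperm than in panicle. A shift shared by all sequences would not by itself give calls in both directions. The depth ratio of WT to kd, 2.33 in anther and 2.99 in endosperm, was not tested as a cause. Of the called sequences, 2881 of 4120, 6331 of 9800 and 1561 of 2112 were present in both tissues of the pair. The rest had a mean below 1 RPM in at least 1 of them, so the effect there was poorly measured. By this test the knockdown effect on the called sequences differed between tissues, and a biological reading of it remains a hypothesis.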

How the results depend on the processing

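Alternatives for the common effect, for differences between tissues, for 24-nt sequence medians, for the crossed pairing and for single named items were chosen after seeing the data; all others were fixed in advance.

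The 24-nt shares fell and the 21-nt shares rose in each tissue under all alternatives run for them. The mean 24-nt change ranged from -22.8 to -24.4 percentage points over the 12 computations that each left out one library, and the mean 21-nt change from 7.93 to 9.10. Distinct sequences at equal depth were lower in kd in each tissue under the alternatives run. The replicate block and the crossed block leave a mean difference as it is, so for shares they bear only on the paired values.

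Counts of called sequences depended more on the processing. DESeq2 with its own size factors gave 4261 higher in anther, 2275 in endosperm and 4215 in panicle, and 12993 lower in endosperm. Library sizes from 21-nt reads gave 16787 higher in anther, and TMM factors 8031 higher in endosperm. Equal-depth draws gave 7732 lower and 11142 higher in anther, 14689 and 12440 in endosperm, and 8942 and 13265 in panicle, so that lower calls no longer outnumbered higher ones in anther and panicle. These draws left 59255 sequences to test, and fewer tested sequences were not separated from lost depth. In anther the balance also turned without a draw, with 22428 lower and 22676 higher under the replicate block and 22216 and 24601 in a fit of that tissue alone. Under TMM factors 313 endosperm sequences called higher became lower, and under DESeq2 254 in anther, 91 in endosperm and 227 in panicle. The cause was not tested beyond the shifts in scale.

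Calls common to tissues were 92984 lower and 34669 higher under TMM factors. They ranged from 72820 to 79839 lower and from 47856 to 52065 higher over the 12 fits that each left out one library. Sequences with a different effect numbered 6920 for anther against endosperm and 6467 for endosperm against panicle under TMM factors, and 1230 for the latter under the replicate block.

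The median log2 fold change of 24-nt sequences kept its sign. It was -1.56, -4.03 and -2.03 in anther, endosperm and panicle under TMM factors and -1.84, -3.21 and -2.18 under 21-nt library sizes. Both scalings shift fold changes down in each tissue, so they could not have reversed a negative median and do not test its sign. With one library left out the median ranged from -1.26 to -1.03, from -2.73 to -2.54 and from -1.63 to -1.48.

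The median of the listed miRNAs did not keep its sign in anther and endosperm. TMM factors gave 0.22 in anther, -0.74 in endosperm and 0.17 in panicle, and 21-nt library sizes -0.043, 0.13 and 0.045. Sequences sharing the first 18 bases gave 0.64 in endosperm. With one library left out, the medians ranged from 0.49 to 0.81 in anther, from 0.58 to 0.87 in endosperm and from 0.46 to 0.85 in panicle. Under these 2 scalings the median reversed in 2 of the 6 cases, and it stayed positive in panicle under both. Of the named miRNAs, miR-159a, miR-1425 and miR-444b in endosperm became -0.054, -0.35 and -0.43 under TMM factors. TMM shifts endosperm fold changes by -1.49, which is enough by itself to reverse their rises of 1.42, 1.14 and 1.05. None of these 3 miRNAs passed the threshold in endosperm under TMM factors. Of the 63 alternatives for the 21 named sequences and miRNAs, 59 kept direction and side of the threshold, these 3 reversed and 1, miR-444b in endosperm under 21-nt library sizes, no longer passed.

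The 14 results on genome windows and their alternatives were not run, and calls within a tissue were not repeated without a library, since 1 genotype would then hold 1 library.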

Other observations

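The tests on listed miRNA reads, on depth, on the equal-depth presence of sequences, on the duplex, on the miRNA pair and on the first base of called sequences were chosen only after the result was seen.

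Technical explanations for the lower 24-nt share in kd were tested. A few abundant sequences took more of the kd reads. The 100 most abundant of each library held 9.13% of WT and 15.8% of kd reads in anther. These values were 10.5% and 28.5% in endosperm, and 9.81% and 22.3% in panicle. A different list was left out, the 100 sequences with the most reads summed over all 12 libraries, in which the deeper WT libraries weigh more. Without that list the mean difference was -24.3 percentage points. Dilution by fragments of other lengths would leave 24-nt reads per listed-miRNA read unchanged, but these changed by a mean of -1.38 on the log2 scale. Neither the sequences on that list nor such dilution accounts for the lower share. The sequences most abundant in kd were not left out separately. Distinct 24-nt sequences in equal draws of 24-nt reads had a mean log2 ratio of -0.46, but this measures complexity within the class and does not bear on its share. Within each of the 6 groups the shallower replicate had the higher 24-nt share, by a mean of 2.96 points, the opposite of what lower depth would have to do, over depth ratios of 1.05 to 2.28 between replicates. A loss of Pol IV products may lower the share, which remains a hypothesis, since miRNAs may change in kd too and contamination was not tested.

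Distinct sequences at equal depth stayed lower in kd without the 100 sequences of most reads over all 12 libraries. The mean log2 ratio was -0.62, so these sequences do not explain the difference in full.

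The common knockdown effect was compared with other splits of the 12 libraries that part each same-numbered pair, on 30000 sequences drawn from those tested. Only the real split, 1 of 32, gave as many lower calls (15054), and 1 of 32 as many higher calls (9698). Of the other 31 splits, 3 kept the genotypes together within each tissue but swapped them in 1, and the rest mixed them. These 31 gave at most 9043 calls in one direction, and 23 of them gave 0 calls in total. For the 156 sequences found in all kd and no WT libraries, 6 of 32 splits gave as many at full depth, so that count does not stand apart from other splits. At equal depth 1 of 32 splits gave as many, with 320 sequences against at most 64 in the other 62 arrangements.

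The sequences confined to kd may derive from the knockdown construct. Joined by shared stretches of 15 bases, the 156 sequences formed 71 clusters, and the first 2 held 79.4% and 13.9% of their reads. TATAGTGTTACTCTTGGACAT and GTCGAAGTGTAACACTATATT pair at 17 of 19 positions with 2-nt 3′ overhangs. None of 1000 other 21-nt sequences exceeded 13 pairs with the same set, and their median was 8. This is consistent with a small RNA duplex of the kind an artificial miRNA yields. The construct sequence was not used here. The start of these reads also varied by tissue: reads starting at the first base of the sequence were 68.2% and 67.0% of the core-containing reads in kd endosperm, 46.8% and 45.4% in kd anther, and 49.2% and 48.1% in kd panicle. The cause was not tested.

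The 24-nt sequences called higher in kd may be of another kind than those called lower. Those beginning with A were fewer among the higher calls, by a mean of -14.4 percentage points over the tissues. In anther 39.9% of higher and 51.7% of lower calls began with A, in endosperm 27.2% and 33.0%, and in panicle 28.2% and 53.9%. Among uncalled 24-nt sequences the shares were 56.9%, 39.5% and 49.6%, so in anther and endosperm the lower calls also began with A less often than uncalled ones. Whether the higher calls are degradation fragments was not tested.

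In kd panicles miR-156a rose while miR-172a, chosen after its values were seen, had a log2 fold change of -1.26 (edgeR adjusted p = 0.0558, and 0.0364 adjusted over the list alone). Under TMM factors it was -1.74, under 21-nt library sizes -1.87, and under the replicate block -1.21, with edgeR adjusted p-values of 0.00346, 0.00237 and 0.136. The ratio of the pair, which does not depend on library scaling, rose by 3.65 on the log2 scale in panicle and by 0.17 in anther. As few as 4 reads of miR-172a stood behind a panicle library. A candidate explanation is that kd and WT panicles were at different developmental stages. The pair was picked for this pattern, so the ratio cannot separate stage from an effect of the knockdown.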
